# Anti‐Allergic Potential of *Chamaecrista nomame* and Its Compound Luteolin for Novel Asthma Therapy

**DOI:** 10.1002/ptr.70363

**Published:** 2026-05-05

**Authors:** Tae Kyeom Kang, Myungsuk Kim, Tam Thi Le, Geon Park, Yuna Jung, Hyobin Jeong, Youngsang Yoo, Wook‐Bin Lee, Sang Hoon Jung

**Keywords:** allergic asthma, anti‐allergic effects, *Chamaecrista nomame*, immune modulation, luteolin, mast cell degranulation

## Abstract

Asthma is a chronic inflammatory disease driven by dysregulated immune responses and mast cell activation. While corticosteroids remain the primary treatment, their long‐term use is associated with adverse effects, necessitating safer alternatives. This study aims to evaluate the therapeutic potential and underlying mechanisms of *Chamaecrista nomame* (CN) extract and its active compound luteolin in allergic asthma. We performed bioactivity‐guided fractionation to identify active compounds from CN extract. An ovalbumin‐induced murine asthma model was utilized to investigate the efficacy of CN in vivo. Transcriptomic analysis of bone marrow‐derived mast cells was conducted to elucidate molecular pathways regulated by luteolin. Additionally, cytokine release assays were performed using house dust mite‐stimulated human peripheral blood mononuclear cells (PBMCs). CN extract demonstrated potent anti‐allergic effects by significantly inhibiting mast cell degranulation and inflammatory mediator release. Luteolin was identified as the primary active compound, modulating FcεRI‐mediated signaling in mast cells. In the murine asthma model, CN markedly reduced airway inflammation, mucus hypersecretion, and immune cell infiltration, with efficacy comparable to corticosteroids. Transcriptomic data indicated that luteolin suppresses proinflammatory cytokine production by downregulating NF‐κB and MAPK signaling pathways. Moreover, CN and luteolin significantly inhibited cytokine release from house dust mite‐stimulated human PBMCs, highlighting clinical relevance. These findings suggest that CN and luteolin may serve as promising natural therapeutic agents for allergic asthma, offering a potential alternative to conventional treatments.

**Abbreviations**
Al(OH)_3_
: aluminum hydroxide
BALF: bronchoalveolar lavage fluid
BMMC: bone marrow‐derived mast cells
CN: *Chamaecrista nomame*
DEX: dexamethasone
H&E: hematoxylin and eosin
OVA: ovalbumin
PAS: periodic acid–Schiff
PBMC: peripheral blood mononuclear cell
PMNs: polymorphonuclear cells
SEAP: secretion of embryonic alkaline phosphatase

## 1 Introduction

Asthma is a chronic inflammatory disorder of the respiratory tract, characterized by debilitating symptoms such as wheezing, coughing, chest tightness, and shortness of breath. It is a major public health concern affecting as many as 260 million people worldwide, with its prevalence on the rise (Zhang et al. 2025). The pathogenesis of asthma involves a complex interplay between genetic and environmental factors, leading to airway inflammation, mucus hypersecretion, and airway remodeling (Lambrecht et al. 2025). Histologically, the disease manifests as thickened submucosa, epithelial cell shedding, and increased infiltration of immune cells such as eosinophils, neutrophils, and T‐cells in the peribronchial area. This heightened immune cell infiltration exacerbates airway and lung inflammation, intensifies airway hyperresponsiveness, and increases asthma severity.

Among the various cell types involved in asthma, mast cells play a critical role in initiating and perpetuating the inflammatory response (Xie et al. 2024). These cells, which are distributed throughout the body, including the respiratory tract, are readily activated by various triggers, including repeated allergen exposure (Xie et al. 2024). Upon activation, mast cells undergo IgE‐mediated aggregation of FcεRI on their surface, leading to the rapid release of inflammatory mediators through degranulation. Following FcεRI aggregation, mast cells release a wide array of preformed and newly synthesized mediators, including histamine, leukotrienes, prostaglandins, and cytokines. These mediators contribute to bronchoconstriction, increased mucus secretion, and inflammation, which collectively lead to the characteristic symptoms of allergy and asthma.

Current asthma treatments primarily rely on bronchodilators and inhaled corticosteroids, aimed at improving airflow and reducing inflammation, respectively (Çelik et al. 2023). However, the long‐term use of corticosteroids can lead to adverse effects such as growth suppression, osteoporosis, and adrenal suppression (Ottesen et al. 2025), and many patients continue to struggle with inadequate symptom control. Moreover, a significant proportion of patients with severe asthma remain unresponsive to conventional treatments, emphasizing the need for alternative therapies with better safety and efficacy (Sin and Busse 2024).

In this context, natural products, particularly those from medicinal plants with a history of traditional use, are gaining attention as potential anti‐asthmatic agents. *Chamaecrista nomame* (CN) (Siebold) H. Ohashi, a plant in the Fabaceae family, has been traditionally used in Asian medicine for its anti‐obesity, antioxidant, and anti‐inflammatory properties, attributed to phytochemicals like quercitrin, protocatechuic acid, and ferulic acid (Zibaee et al. 2023). However, its specific immunomodulatory effects, particularly in regulating mast cell‐mediated allergic responses in asthma, remain largely unexplored.

Our study aimed to identify novel plant‐derived compounds with anti‐allergic properties for asthma treatment. Through a comprehensive screening of 302 plant extracts, we identified the ethanol extract of CN as a promising candidate due to its potent anti‐degranulation activity. In an ovalbumin (OVA)‐induced mouse model of allergic asthma, CN significantly inhibited allergic reactions. We also explored the mechanistic role of luteolin, a key compound in CN, in mast cells, demonstrating its ability to modulate critical signaling pathways involved in allergic responses. Finally, we validated the anti‐allergic effects of CN and luteolin in human PBMCs stimulated with HDM extract, a clinically relevant allergen. These results highlight the therapeutic potential of CN and luteolin as novel, natural‐derived agents for treating allergic asthma.

## 2 Materials and Methods

### 2.1 Plant Material and Extraction

Dried CN leaves were purchased from a commercial market (Samhong, Gyeonggi‐do, Korea). The dried leaves (4 kg) were extracted with 70% ethanol (24 L) for 3 days at room temperature. The supernatant was filtered using Whatman No. 1 filter paper (Whatman, Buckinghamshire, UK), and the extraction process was repeated three additional times with the remaining powder. The combined filtrates were evaporated under vacuum at 45°C using a Rotavapor R‐100 (Büchi, Flawil, Switzerland), yielding 390 g of crude extract. The ethanol extract of CN was stored at −20°C until further use in experiments.

### 2.2 Isolation and Identification

The CN was suspended in water and partitioned sequentially with *n*‐hexane (Hx) and ethyl acetate (EA) to obtain the Hx fraction (10 g), EA fraction (100 g), and a residual aqueous layer (Figure S1). Further details on the isolation and identification of CN can be found in Appendix S11.

## 3 Results

### 3.1 CN Extract Potently Inhibits Mast Cell Degranulation and Inflammatory Mediator Release In Vitro

To identify potential plant extracts for the treatment of allergic asthma, we conducted a comprehensive in vitro screening of 302 plant extracts to evaluate their capacity to suppress degranulation. Ethanol extracts derived from these 302 indigenous plant species in Korea were tested for their ability to inhibit β‐hexosaminidase release, a marker for degranulation, in the RBL‐2H3 basophil cell line following treatment with DNP‐IgE/DNP‐BSA. Thirteen extracts exhibited significant suppression, exceeding the 50% threshold (defined as two standard deviations below the mean) of β‐hexosaminidase activity. Notably, CN showed inhibitory effects in both the aboveground and root extracts (Figure 1A). Based on these observations, we proceeded with an in‐depth investigation of CN.

**FIGURE 1:**
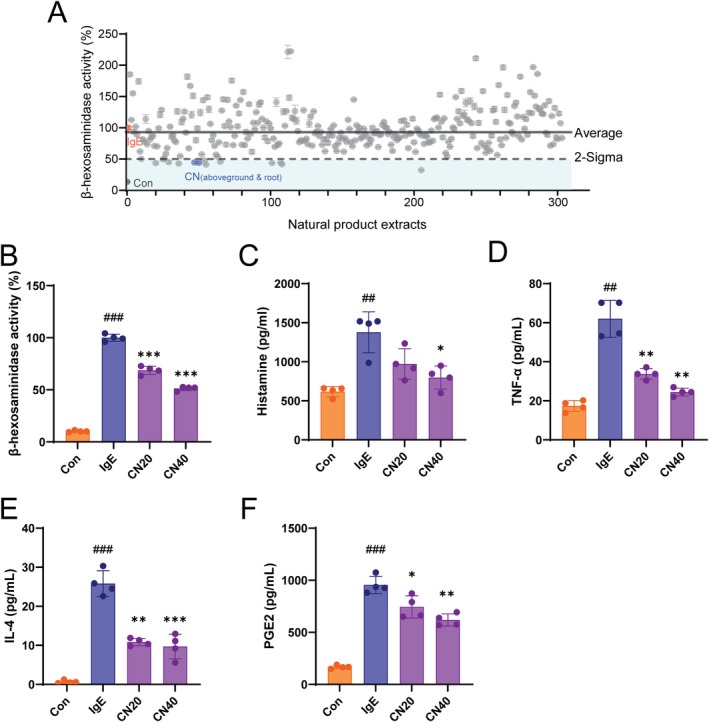
*Chamaecrista nomame* (CN) extract inhibits IgE‐mediated degranulation and inflammatory mediator release in RBL‐2H3 mast cells. (A) Screening of 302 natural product extracts for their ability to inhibit β‐hexosaminidase release in IgE‐sensitized, antigen‐stimulated RBL‐2H3 cells. Each dot represents a single extract tested at a fixed concentration. The red line indicates the average β‐hexosaminidase activity, while the blue dashed line represents the 2‐sigma threshold. The CN extract from both aboveground and root parts is highlighted as a significant inhibitor. (B–F) Dose‐dependent effects of CN on mediator release in RBL‐2H3 cells. Cells were sensitized with anti‐DNP‐IgE and then treated with CN at concentrations of 20 μg/mL (CN20) or 40 μg/mL (CN40) for 1 h prior to challenge with DNP‐BSA. (B) β‐hexosaminidase activity was measured after stimulation with DNP‐BSA. (C) Histamine levels were quantified using an ELISA. (C–E) The levels of proinflammatory cytokines TNF‐α (D), IL‐4 (E), and PGE2 (F) were also measured using ELISA. Data are expressed as the mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 versus the vehicle group; ^##^ *p* < 0.01, ^###^ *p* < 0.001 versus the control group.

No significant cytotoxic effects were observed in RBL‐2H3 cells treated with CN, even at doses up to 100 μg/mL (Figure S2A). We then evaluated the anti‐degranulation activity of the total ethanol extract, along with hexane and EA fractions of CN. All three fractions significantly inhibited β‐hexosaminidase release (Figure S2B), indicating that multiple active compounds may contribute to CN's anti‐allergic effects. Additionally, tests were performed on ethanol extracts of CN at varying concentrations, ranging from 0% to 95%. The results showed that extracts containing ethanol concentrations of 50%, 70%, and 95% effectively inhibited degranulation (Figure S2C).

To further assess the anti‐allergic properties of CN, we examined its effects on the release of key inflammatory mediators implicated in asthma pathogenesis. The RBL‐2H3 cells, which model mast cell and basophil activity, were stimulated with DNP‐IgE/DNP‐BSA to induce degranulation and cytokine release. Elevated levels of histamine, TNF‐α, IL‐4, and PGE2 were observed following DNP‐IgE/DNP‐BSA treatment. However, CN significantly inhibited the release of these mediators in a dose‐dependent manner (Figure 1B–F). Collectively, these findings demonstrate that CN extract potently inhibits mast cell degranulation and the release of multiple inflammatory mediators in vitro, supporting its potential as a therapeutic agent for allergic asthma.

### 3.2 CN Alleviates Airway Inflammation and Modulates Immune Cell Infiltration in an OVA‐Induced Asthma Model

To validate the in vitro anti‐allergic properties of CN, we assessed its efficacy in a mouse model of OVA‐induced asthma. Sensitization and OVA challenges were conducted over a 28‐day period, during which CN was orally administered for 14 days at varying doses (10, 50, and 100 mg/kg), with dexamethasone (DEX) serving as a positive control at 2.5 mg/kg (Figure S3). Histopathological evaluation of lung tissues using H&E staining revealed severe peribronchiolar and perivascular infiltration of inflammatory cells in the OVA group. Additionally, PAS staining indicated excessive mucus production in the OVA group. However, treatment with CN significantly reduced inflammatory cell infiltration and markedly inhibited mucus hypersecretion, with effects comparable to those observed with DEX. Furthermore, toluidine blue staining revealed a marked increase in mast cell numbers in the OVA‐challenged group, whereas CN treatment significantly reduced mast cell infiltration and degranulation within the airway tissues. These findings provide direct in vivo evidence that CN alleviates allergic airway inflammation, at least in part, through the inhibition of mast cell activation. (Figure 2A–D).

**FIGURE 2:**
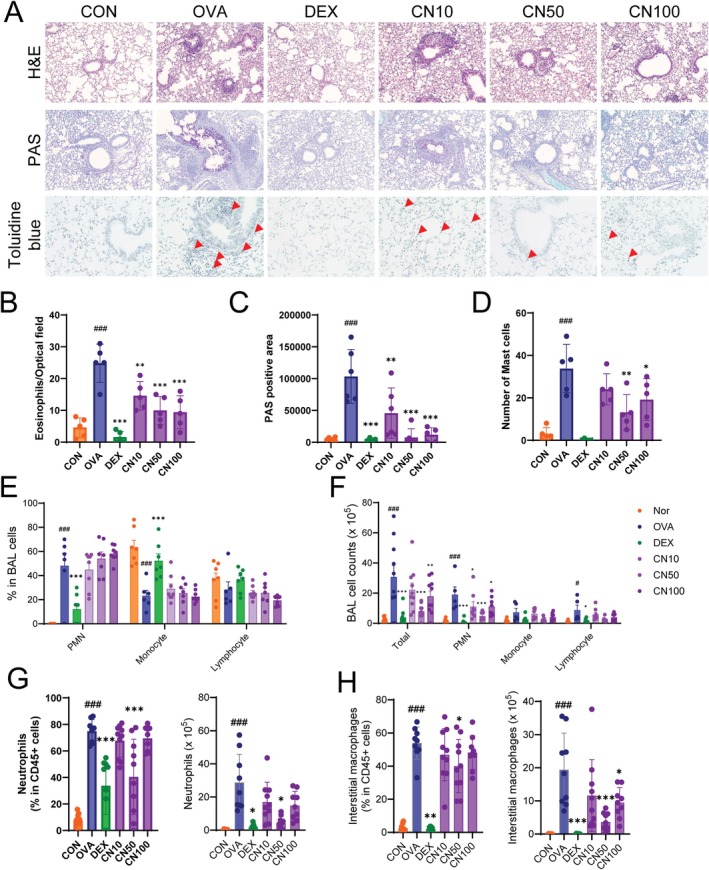
Histological analysis of lung tissue and BALF immune cell infiltration following CN treatment in an OVA‐induced asthma model. (A) Representative images of lung sections from each treatment group stained with H&E (top row), PAS (middle row), and Toluidine blue (bottom row) at ×200 magnification. The groups include Control (CON), OVA‐challenged mice (OVA), OVA‐challenged mice treated with dexamethasone (DEX, 2.5 mg/kg), and OVA‐challenged mice treated with CN (CN10, CN50, CN100; 10, 50, and 100 mg/kg, respectively). (B) Quantification of eosinophils per optical field from H&E‐stained sections. (C) Quantification of the PAS‐positive area. (D) Quantification of mast cell infiltration in lung tissue. (E, F) The percentage (E) and absolute number (F) of immune cells in BALF were analyzed. The percentage and absolute number of neutrophils (G, CD45 + CD11b + Ly‐6G+), interstitial macrophages (H, CD45 + CD11c‐F4/80+) in BALF were evaluated. Data are expressed as the mean ± SEM (*n* = 6 per group). Significant differences were observed at ^###^ *p* < 0.001 versus the Control group; **p < 0.01, ***p < 0.001 versus the OVA group.

To further investigate the effects of CN on allergic inflammation, we analyzed the cellular composition of bronchoalveolar lavage fluid (BALF). Comparative analysis revealed a significant elevation in the numbers of total inflammatory cells, polymorphonuclear cells (PMNs), and lymphocytes in the BALF of the OVA group compared to the control group. However, administration of CN led to a notable reduction in the number of inflammatory cells in BALF, particularly PMNs, compared to the OVA group (Figure 2E,F). Further analysis focused on distinct inflammatory cell types in BALF. Notably, treatment with 50 mg/kg CN resulted in a reduction in both the percentage and number of neutrophils compared to the OVA group (Figure 2G). Interestingly, CN also decreased the numbers of alveolar and interstitial macrophages (Figure 2H, Figure S4A), while having no significant impact on dendritic cells (DC) or B cells (Figure S4B,C). Additionally, CN significantly reduced the number of T cells in BALF (Figure S4D). These results suggest that CN has a broad ability to mitigate inflammatory cell infiltration in asthmatic mice, with significant effects on neutrophils, alveolar and interstitial macrophages, and T cells.

In the context of allergic asthma, the activation of Th2 cells is closely associated with inflammatory reactions. Th2‐related cytokines play a pivotal role in eosinophil activation and the induction of IgE production by B cells (Ogulur et al. 2025). A comparative study revealed a significant increase in the production of OVA‐specific IgE, as well as IL‐4, TNF‐α, IL‐2, IL‐10, and BCMA, following OVA sensitization and challenge compared to the control group (Figure 3A–F). However, the administration of CN effectively suppressed the increase in these cytokines, showing results comparable to those observed in the DEX treatment group. These findings suggest that CN may ameliorate allergic airway inflammation by modulating Th2 cell responses and reducing OVA‐specific IgE production.

**FIGURE 3:**
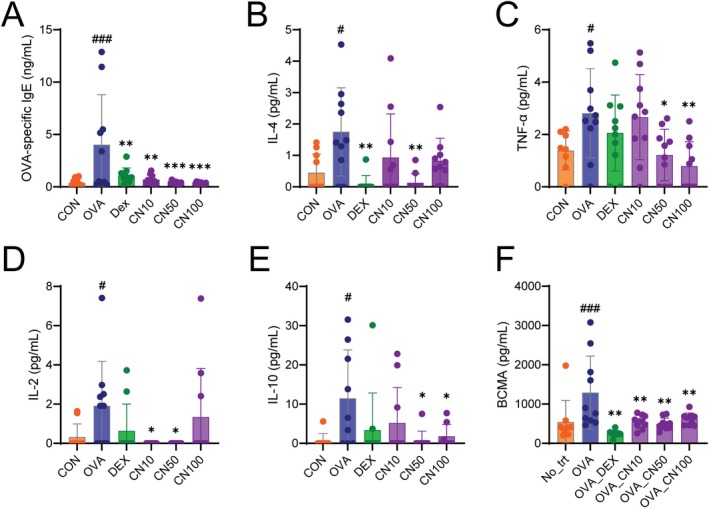
Decreased levels of inflammatory cytokines and OVA‐specific immunoglobulin in asthmatic mice following CN treatment. Serum levels of (A) OVA‐specific IgE, (B) IL‐4, (C) TNF‐α, (D) IL‐2, (E) IL‐10, and (F) BCMA were measured using ELISA in the different treatment groups. Data are presented as mean ± SEM. Significant differences at ^#^ *p* < 0.05, ^###^ *p* < 0.001 versus the Control group; *p < 0.05, **p < 0.01, ***p < 0.001 versus the OVA group.

### 3.3 Bioactivity‐Guided Fractionation of CN Identifies Luteolin as a Potent Inhibitor of Mast Cell Activation

To identify the active constituents responsible for the observed anti‐allergic effects of CN, we employed a bioactivity‐guided fractionation approach. The crude EA fraction of CN underwent column chromatography, which led to the isolation and identification of 17 compounds: chrysophanol (**1**) (Mari et al. 2019), emodin (**2**) (Mari et al. 2019), drimiopsin H (**3**) (Zhuang et al. 2015), altechromone A (**4**) (Kashiwada et al. 1984), ethyl caffeate (**5**) (Xiang et al. 2011), p‐coumaric acid (**6**) (Xiang et al. 2011), isorhapontigenin (**7**) (Fernández‐Marín et al. 2012), resveratrol (**8**) (Commodari et al. 2005), eriodictyol (**9**) (Chu et al. 2016), luteolin (**10**) (Lin et al. 2015), catechin (**11**) (Davis et al. 1996), apigenin (**12**) (Darmawan et al. 2015), (2S)‐3′,4′,7‐trihydroxyflavan‐(4β⟶8)‐catechin (**13**) (Hatano et al. 1997), (2S)‐4′,7‐dihydroxyflavan‐(4β⟶8)‐catechin (**14**) (Hatano et al. 1997), isoquercitrin (**15**), (2S)‐3′,4′,7‐trihydroxyflavan‐(4α⟶8)‐catechin (**16**) (Hatano et al. 1997), and (2S)‐4′,7‐dihydroxyflavan‐(4α⟶8)‐catechin (**17**) (Hatano et al. 1997). HPLC with diode‐array detection identified seven compounds at retention times of 15.72 (compound **11**), 24.43 (compound **15**), 25.48 (compounds **13** and **16**), 36.52 (compound **10**), 43.36 (compound **2**), and 45.06 (compound **1**) min, at 280 nm (Figure 4A, Figure S5). These identifications were based on comparisons of the retention times and absorption spectra of the unknown peaks in the extract with data from the isolated compounds.

**FIGURE 4:**
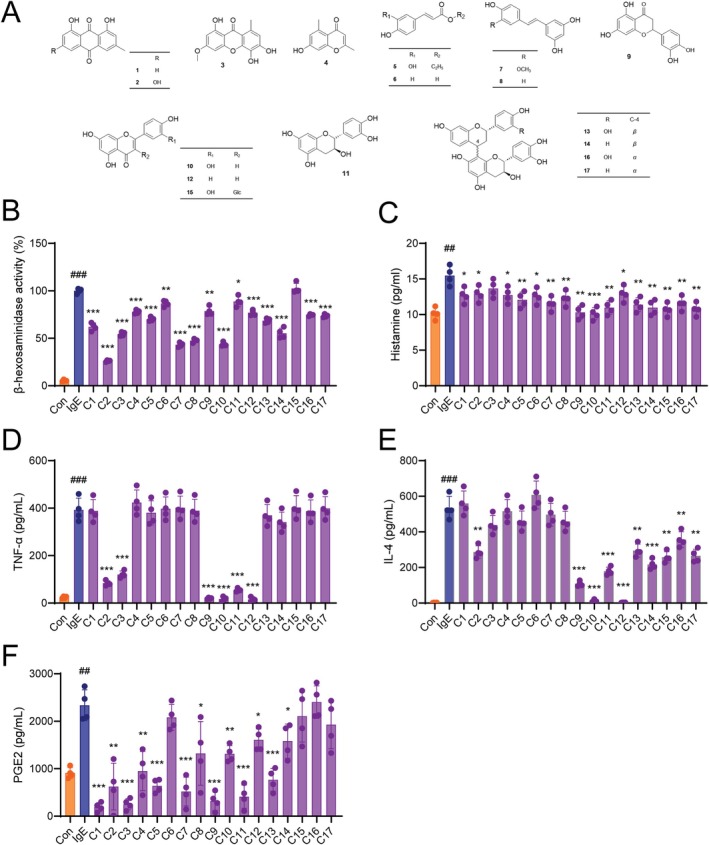
HPLC‐DAD analysis of CN extract and the effects of isolated compounds on IgE‐mediated activation of RBL‐2H3 mast cells. (A) The numbered peaks correspond to specific compounds isolated from CN Chemical structures of the 17 compounds isolated from CN. (B–F) Effects of isolated compounds (1–17) on IgE‐mediated responses in RBL‐2H3 mast cells. The cells were sensitized with anti‐DNP‐IgE and then treated with the 17 isolated compounds (40 μM) for 1 h prior to challenge with DNP‐BSA. The following parameters were measured: (B) β‐hexosaminidase release, (C) histamine release, (D) TNF‐α production, (E) IL‐4 production, and (F) PGE2 production. C1, chrysophanol; C2, emodin; C3, drimiopsin H; C4, altechromone A; C5, ethyl caffeate; C6, p‐coumaric acid; C7, isorhapontigenin; C8, resveratrol; C9, eriodictyol; C10, luteolin; C11, catechin; C12, apigenin; C13 and C16, (2S)‐3′,4′,7‐trihydroxyflavan‐(4β⟶8)‐catechin/(2S)‐3′,4′,7‐trihydroxyflavan‐(4α⟶8)‐catechin; C14, (2S)‐4′,7‐dihydroxyflavan‐(4β⟶8)‐catechin; C15, isoquercitrin; and C17, (2S)‐4′,7‐dihydroxyflavan‐(4α⟶8)‐catechin. Data are expressed as the mean ± SEM. ^##^ *p* < 0.01, ^###^ *p* < 0.001 versus the control group; *p < 0.05, **p < 0.01, ***p < 0.001 versus the IgE group.

Next, we assessed the contribution of each isolated compound to the overall anti‐allergic activity of CN by evaluating their ability to inhibit IgE‐mediated mast cell activation in RBL‐2H3 cells. We measured degranulation, histamine release, and the production of TNF‐α, IL‐4, and PGE2. Notably, compounds C2 (emodin), C9 (eriodictyol), C10 (luteolin), C11 (catechin), and C12 (apigenin) exhibited significant inhibitory effects across all five assays, with luteolin demonstrating the most remarkable efficacy (Figure 4B–F). Given its remarkable efficacy, luteolin was selected for further investigation to elucidate the mechanisms underlying its inhibitory effects on allergic asthma.

### 3.4 Luteolin Inhibits Degranulation andSuppresses Th2 Cytokine Production in Bone Marrow‐Derived Mast Cells

To determine the regulatory effect of luteolin on mast cell activation, we thoroughly examined its influence on granule release and the production of Th2‐related cytokines in mouse mast cells, using a widely recognized in vitro differentiation method from bone marrow (Bawazir et al. 2024). We developed BMMCs with IL‐3‐enriched medium for a minimum of 4 weeks, resulting in a high‐purity c‐kit^+^FcεRI^+^ population (Figure S6). When exposed to an IgE‐antigen complex, luteolin effectively prevented the release of β‐hexosaminidase, indicating its ability to suppress mast cell degranulation (Figure S7A). Given the critical role of Th2 cytokines, such as IL‐4 and IL‐13, in driving allergic inflammation and their established link to mast cell activation, we next examined the effect of luteolin on cytokine production. Our results showed that luteolin significantly reduced the release of IL‐4 and IL‐13 by BMMCs stimulated with DNP‐IgE/DNP‐BSA (Figure S7B,C), demonstrating its ability to suppress allergic reactions mediated by mast cells. These results provide mechanistic insight into the anti‐allergic properties of luteolin and suggest that its ability to target mast cell activation contributes to the therapeutic effects of CN extract observed in vivo.

### 3.5 Luteolin Modulates the BMMCs Transcriptome, Suppressing Key Inflammatory Signaling Pathways

Mast cells are predominantly tissue‐resident granulocytes that play a key role in allergic responses (Wang et al. 2024). To further delineate the molecular mechanisms underlying these effects on BMMCs, we performed RNA sequencing on cells stimulated with DNP‐IgE/DNP‐BSA, both with and without luteolin treatment. 

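The sequenced BMMCs formed 3 groups with 3 libraries each: untreated cells (Control), cells stimulated with DNP-BSA (BSA), and stimulated cells that also received luteolin (BSA + luteolin). Stimulated groups are labeled IgE+BSA and IgE+BSA+Luteolin, and the Control label names no IgE. The sample labels give a luteolin concentration of 10 μM and a time of 24 h, which the paper's text on RNA sequencing does not give. The legend of Figure 5 places luteolin before stimulation in panel A and after it in panel B, so the order is not clear. The authors filtered the reads, aligned them to the mouse genome, and deposited the number of reads counted on each Ensembl gene, without normalization. The deposited counts list all annotated genes, and 24256 of them had 0 counts in every library. The paper's text names neither the annotation release, the strand setting nor the handling of reads that match several places, so counts of overlapping genes and pseudogenes carry that uncertainty. Reads counted on genes numbered 20434341, 9515004 and 22465786 in Control replicates 1, 2 and 3. They ranged from 21545516 to 23633717 in BSA, with a median of 21822853, and from 20125034 to 24605689 in BSA + luteolin, with a median of 21312991. The smallest abundance that 3 counts can show was 0.122 to 0.315 CPM across the libraries, which covers counting error only. Cpa3, the most abundant gene, took 2.17% to 3.39% of the counts. The TMM factors from edgeR were 0.93 to 0.94 in BSA, 1.00 to 1.03 in BSA + luteolin and 1.01 to 1.09 in Control. Groups were compared by edgeR's quasi-likelihood test on the 6 libraries of each comparison, with Benjamini-Hochberg adjustment over the 11560 genes with a median CPM above 1. Between libraries with the same replicate number in BSA and BSA + luteolin, the mean correlation of the deviations from the group means was 0.145. It was -0.024, 0.175 and 0.283 for replicates 1, 2 and 3. Deviations cancel within a group, so the value for different numbers, -0.073, largely follows from that mean and adds no evidence of pairing. Each comparison of these groups was also fitted with the replicate number as a block.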

Principal component analysis (PCA) revealed distinct clusters based on treatment (Figure 5A), indicating significant transcriptome alterations. 

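Principal components were computed from TMM-normalized log2 CPM of all 9 libraries, centered and scaled per gene. The first component held 43.8% of the variance and the second 23.2%. The alternative that moved these shares most was the use of the 500 most variable genes, which gave 50.8% and 34.0%. Distances between libraries were measured over the same scaled genes, with each library left out of its own group's mean. The 3 BSA libraries and the 3 BSA + luteolin libraries each lay nearer to their own group's mean than to another. Within BSA, libraries were 81.5 to 97.2 apart, and within BSA + luteolin 77.3 to 93.1 apart. Control libraries were 94.8 to 211 apart. Control replicate 1 was 203.7 from the mean of the other Control libraries, 133 from the BSA + luteolin mean and 170.0 from the BSA mean. It was the 1 library of 9 that lay nearer to another group than to its own. With Control replicate 1 left out, 0 libraries did so, and with Control replicate 2 or 3 left out, 2 did. No test was applied to these distances.

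**Figure D1:**
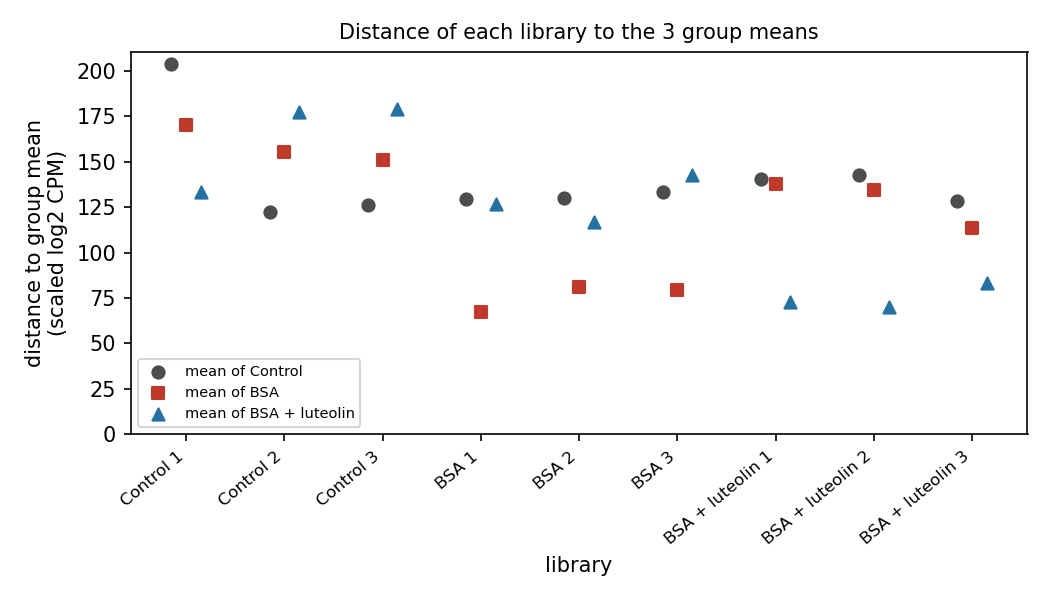
Distance of each library (horizontal axis) to the mean of the Control, BSA and BSA + luteolin libraries (vertical axis, scaled log2 CPM units), with each library left out of its own group's mean. Control replicate 1 sits at 133 from BSA + luteolin and at 203.7 from the other Control libraries.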

Differential gene expression analysis identified 3374 differentially expressed genes (DEGs) following luteolin treatment, with a notable downregulation of 2081 genes, suggesting that a primary effect of luteolin is the suppression of gene expression (Figure 5B). 

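At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, 4624 of the 11560 genes tested differed between BSA + luteolin and BSA. Of these, 2527 were downregulated (54.6%) and 2097 were upregulated. The median log2 fold change was -0.49 among the downregulated genes and 0.30 among the upregulated genes. Over all genes tested it was 0.02. With the replicate number as a block, 5582 genes differed, 2943 of them downregulated, and these included all 4624. Of the alternatives set before the data were examined, the number moved most when the Control libraries entered the same fit, which left 1066 genes by limma with a mean-variance trend and 1093 by edgeR. In those fits 84.3% and 83.9% of the DEGs were downregulated. Limma without a trend and with a filter on median counts, settings chosen after seeing the data, gave 831 DEGs on 9 libraries. It gave 2944 on the 8 libraries without Control replicate 1, and 2399 on the 6 libraries without Control. Under that setting, the drop with Control libraries in the fit thus depended on Control replicate 1. With library size alone as the scaling, 31.4% of the DEGs were downregulated, and with upper-quartile factors 38.2%. These scalings moved the median log2 fold change over all genes to 0.13 and 0.09. Past a 2-fold change, 514 genes were lower and 69 higher with library size alone, and 541 and 61 with upper-quartile factors. With each replicate left out in turn, between 3242 and 5082 genes differed.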

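Among the genes that passed both an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and a 2-fold change, 605 were lower and 44 were higher in BSA + luteolin than in BSA. Figure 5C labels 18 genes, of which 17 passed the filter on median CPM. All 9 labeled genes on the lower side passed the threshold, with log2 fold changes from -4.90 to -3.95, and all 9 were higher in BSA than in Control. Egr2 (ENSMUSG00000037868, a protein-coding gene on chromosome 10 of GRCm38 from 67535475 to 67542188) fell from 1119.9 ± 49.2 CPM (SD, n = 3) in BSA to 45.4 ± 3.42 CPM (SD, n = 3) in BSA + luteolin. Its log2 fold change was -4.62 (standard error 0.07, adjusted p = 3.14e-17 from edgeR's quasi-likelihood test). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) fell from 760.0 ± 45.4 CPM (SD, n = 3) to 42.0 ± 4.46 CPM (SD, n = 3), and was at 14.8 ± 6.07 CPM in Control. Its log2 fold change between BSA + luteolin and BSA was -4.18 (standard error 0.08, adjusted p = 3.72e-16 from the same edgeR test). Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381) had the lowest log2 fold change, -4.90. Gm43890, not labeled in the figure, had a log2 fold change of -4.64 from 245 counts over the BSA libraries and 10 over the BSA + luteolin libraries. On the higher side, the 8 labeled genes tested had log2 fold changes from 1.24 to 1.73. The highest was Rpl35a-ps2, a processed pseudogene (ENSMUSG00000081214, chromosome 1, 181241988 to 181242320), at 1.60 ± 0.53 CPM (SD, n = 3) in BSA and 5.28 ± 0.82 CPM (SD, n = 3) in BSA + luteolin. Gm15564 and Gm23935 did not pass the threshold when Control libraries entered the fit. Labels in the figure are partly covered, and Rpl7a-ps7 was read from it with some uncertainty. This pseudogene was below the filter, with 44 counts over BSA and 164 over BSA + luteolin.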

A volcano plot further highlighted the genes most significantly affected by luteolin treatment, with many downregulated genes associated with inflammatory processes (Figure 5C). Subsequent analysis using Gene Ontology (GO) and KEGG pathway enrichment revealed that luteolin significantly modulated several biological processes, with a prominent enrichment of downregulated genes involved in key inflammatory signaling pathways such as NF‐kB, MAPK, and TNF signaling (Figure 5D,E). 

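Enrichment was computed with mouse Reactome pathways in place of the GO and KEGG terms, by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 631 pathways. The background was the 4031 tested genes found in any Reactome pathway. Limma's camera test, which uses the fold changes of all genes, was also run, with the correlation between genes preset to 0.01. Fisher's exact test treats genes as independent. A correlation estimated from the libraries was tried in camera on 4 gene families only, not on these pathways. There no family passed the threshold (adjusted p-values from camera of 0.154 to 0.663). Among the 863 downregulated genes in this background, 88 pathways were enriched at an adjusted p-value under 0.05, and among the 839 upregulated genes 120 were. From the DEG lists of the replicate-block fit, 98 and 119 pathways were enriched. With the lists limited to genes past a 2-fold change, 29 pathways were enriched among lower genes and 0 among higher genes, where 2 had an unadjusted p-value under 0.05. Pathways named for NF-kB numbered 7, of which 3 were enriched among downregulated and 2 among upregulated genes. TRAF6 mediated induction of NFkB and MAP kinases had 25 downregulated genes of 57, against 12.2 by chance (Fisher's exact test, adjusted p = 0.00324). TAK1 activates NFkB had 11 of 22, against 4.71 by chance (Fisher's exact test, adjusted p = 0.029). p75NTR signals via NF-kB had 8 of 15 (Fisher's exact test, adjusted p = 0.0476), which was 0.0986 with the list from the replicate-block fit. TRAF6 mediated NF-kB activation had 8 of 16, which did not pass (Fisher's exact test, adjusted p = 0.0701), and was lower in limma's camera test (adjusted p = 0.0285). Activation of NF-kappaB in B cells had 31 upregulated genes of 65, against 13.5 by chance (Fisher's exact test, adjusted p = 8.75e-06), and did not pass in limma's camera test (adjusted p = 0.0984). Dectin-1 mediated noncanonical NF-kB signaling had 32 upregulated genes of 57, against 11.9 by chance (Fisher's exact test, adjusted p = 4.59e-08), and was higher in limma's camera test (adjusted p = 0.00272). Without the genes for proteasome subunits, 36 of the 631 pathways were enriched among upregulated genes, against 120 with them. Whether the 2 NF-kB pathways enriched among upregulated genes were among the 36 is not known, so they need not reflect NF-kB signaling. FCERI mediated NF-kB activation, downstream of the IgE receptor, had 10 downregulated and 4 upregulated genes of 26 and passed neither test (adjusted p = 0.169 for lower genes by Fisher's exact test and 0.0795 by limma's camera). Of the 4 pathways with MAPK in their names, 0 were enriched in either direction, and with the list from the replicate-block fit 1 was. MAPK targets had 10 downregulated genes of 22 (Fisher's exact test, adjusted p = 0.0672, and 0.0662 with the block). Activated TAK1 mediates p38 MAPK activation had 9 of 20 (Fisher's exact test, adjusted p = 0.0898, and 0.03 with the block). In limma's camera test these pathways were lower, with adjusted p-values of 0.0088 and 0.0185. The remaining MAPK pathways passed neither test. FCERI mediated MAPK activation had 8 downregulated and 10 upregulated genes of 35 (adjusted p = 0.924 for lower genes by Fisher's exact test and 0.828 by limma's camera). Gastrin-CREB signalling pathway via PKC and MAPK had 22 downregulated genes of 80 (adjusted p = 0.372 by Fisher's exact test and 0.723 by limma's camera). MAP kinase activation in TLR cascade, whose name spells out the kinase, had 19 of 45, against 9.63 by chance (Fisher's exact test, adjusted p = 0.0177). No tested pathway was named for TNF. Of 15 pathways named for Toll-like receptors, a word chosen after the pathway results had been seen, 15 were enriched among downregulated genes. These pathways overlap, and 3 of them had the same counts, 32 downregulated genes of 71. Signaling by Interleukins had 39 downregulated genes of 94, against 20.1 by chance (Fisher's exact test, adjusted p = 0.000881).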

A heatmap of DEG expression levels further supports this finding, showing a distinct downregulation of genes within these pathways (Figure 5F). 

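All 26 genes in Figure 5F had lower expression in BSA + luteolin than in BSA, at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test over all genes and over the 26 alone. The authors chose these genes from their own calls on the same libraries, so their number does not test stability. For each of the 26, the BSA and BSA + luteolin libraries did not overlap. Chance gives 10% for genes not chosen for their change, so for these genes the lack of overlap does not test stability either. The log2 fold changes ran from -4.18 to -0.28, with a median of -0.64, and 9 genes passed a 2-fold change. Nfkbia (ENSMUSG00000021025, chromosome 12 of GRCm38, 55489410 to 55492647) went from 189 ± 12.8 CPM (SD, n = 3) in BSA to 16.9 ± 0.43 CPM (SD, n = 3) in BSA + luteolin, a log2 fold change of -3.48 (standard error 0.07, adjusted p = 5.75e-16 from edgeR's quasi-likelihood test). Map3k8 (ENSMUSG00000024235, chromosome 18, 4331327 to 4353015) had a log2 fold change of -2.90, and Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) of -3.04. Rela had the smallest change. It was at 95.5 ± 3.16 CPM (SD, n = 3) in BSA and 78.6 ± 2.98 CPM (SD, n = 3) in BSA + luteolin. Between BSA and Control, 10 of the 26 genes were significantly higher in BSA. In the limma and edgeR fits that included the Control libraries, 17 of the 26 passed the threshold.

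**Figure D2:**
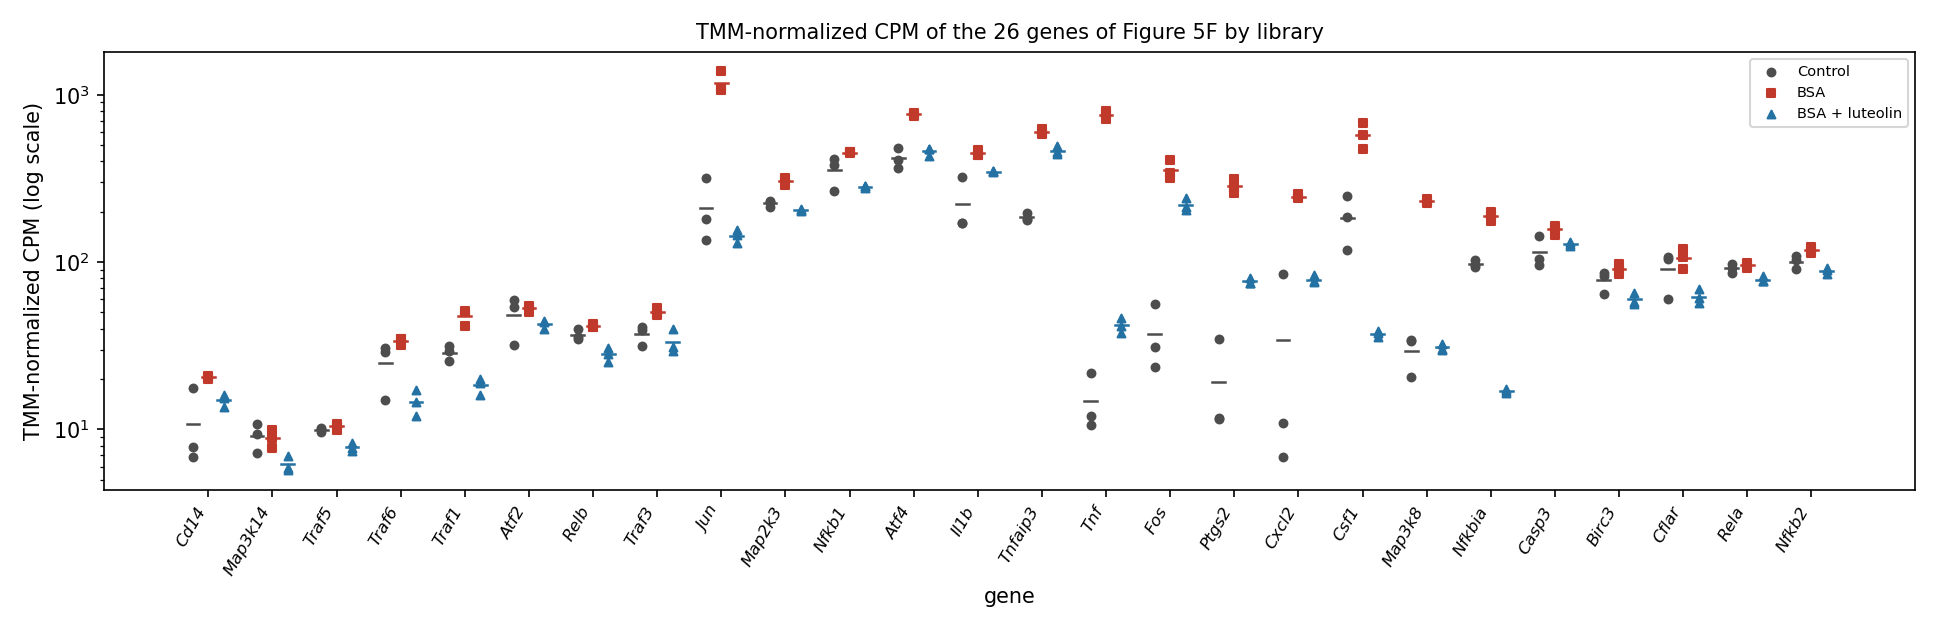
TMM-normalized CPM (log axis) of the 26 genes of Figure 5F in each Control, BSA and BSA + luteolin library, with points for libraries and bars for group means. For every gene the 3 BSA + luteolin libraries lie below the 3 BSA libraries.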

Importantly, cell viability assays confirmed that the concentrations of luteolin used in these experiments did not induce cytotoxicity in BMMCs, indicating that the observed transcriptomic changes reflect regulatory effects rather than secondary responses to cell stress (Figure S8). These findings demonstrate that luteolin profoundly alters the transcriptome of activated mast cells, specifically suppressing the expression of genes associated with critical inflammatory signaling pathways, including NF‐κB, MAPK, and TNF pathways.

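In BSA, 260 genes were higher than in Control at an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. Of these, 242 (93.1%) were lower in BSA + luteolin than in BSA. Of all genes tested, 21.9% were lower. The 260 genes had a median log2 fold change of 1.08 between BSA and Control, -1.43 between BSA + luteolin and BSA, and -0.15 between BSA + luteolin and Control. Both comparisons share the BSA libraries, which alone produces some reversal. With 1 BSA library set against Control and the remaining BSA libraries against BSA + luteolin, genes more than 2-fold higher in BSA were lower with luteolin in 79.8%, 76.9% and 83.8% of cases across the 3 rotations. The share over all genes was 48.4% to 48.7%. The number of genes both raised by BSA and lowered by luteolin depended on the Control and BSA libraries. It was 739, 121 and 123 without Control replicate 1, 2 or 3, and 86, 105 and 87 without BSA replicate 1, 2 or 3. With the replicate number as a block the number was 126. The order of luteolin and stimulation is not clear, so these numbers do not separate a prevented rise from a reversed one. The Control label names no IgE, so a difference from Control may come from IgE, from DNP-BSA or from both. From the clusters of libraries, the DEGs, the enriched terms and the genes in the heatmap, the paper concludes that luteolin alters the transcriptome of activated mast cells and suppresses genes of inflammatory signaling pathways.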

**FIGURE 5:**
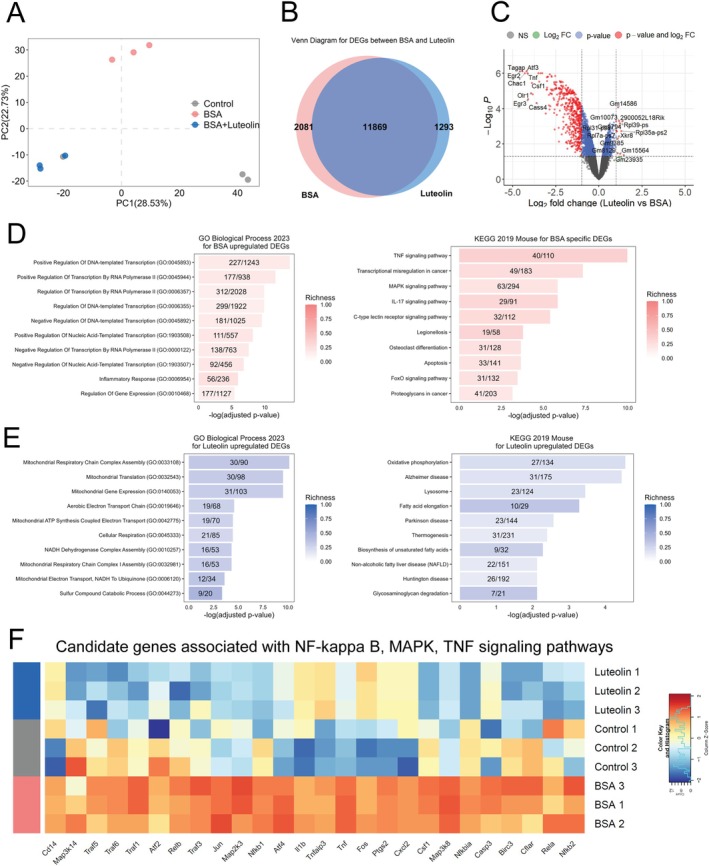
Transcriptome analysis identifying the regulatory effects of luteolin from CN on intracellular signaling pathways in BMMCs. (A) Principal component analysis (PCA) of RNA sequencing data from bone marrow‐derived mast cells (BMMCs). Each dot represents a single sample, colored by treatment group: Control (untreated), BSA (DNP‐BSA stimulated), and BSA + luteolin (DNP‐BSA stimulated with luteolin pretreatment). The PCA plot demonstrates distinct clustering of samples based on treatment, indicating significant alterations in gene expression. (B) Venn diagram illustrating the number of differentially expressed genes (DEGs) in BMMCs following stimulation with DNP‐BSA (BSA) and in BMMCs treated with luteolin after DNP‐BSA stimulation (luteolin). DEGs were identified using an adjusted *p* < 0.05. (C) Volcano plot depicting the differential gene expression between DNP‐BSA‐stimulated BMMCs treated with luteolin and those treated with vehicle. The *x*‐axis represents the log_2_ (fold change) in gene expression (luteolin/BSA), and the y‐axis represents the −log_10_ (adjusted *p* value). Each dot represents a gene. Significantly upregulated genes are shown in red, and significantly downregulated genes are shown in blue. Key genes mentioned in the text are labeled. (D, E) Gene Ontology (GO) and KEGG pathway enrichment analyses for upregulated and downregulated DEGs in luteolin‐treated BMMCs. The top enriched GO terms (biological process) and KEGG pathways are shown, ranked by adjusted *p* value. The bar graphs depict the number of genes associated with each term (gene count) and the richness factor (ratio of observed to expected number of DEGs within each term). (F) Heatmap illustrating the normalized expression levels of selected genes involved in NF‐κB, MAPK, and TNF signaling pathways. Each row represents a gene, and each column represents a sample. The color scale indicates the relative expression level of each gene (red: higher expression; blue: lower expression).

### 3.6 Luteolin Suppresses NF‐kB and MAPK Signaling Pathways in BMMCs

To validate the findings of our transcriptomic analysis and further elucidate the molecular mechanisms underlying the anti‐allergic effects of luteolin, we examined its impact on key signaling pathways involved in mast cell activation. Immunoblot analysis of lysates from DNP‐IgE/DNP‐BSA‐stimulated BMMCs revealed that luteolin significantly reduced the phosphorylation of p65 (NF‐κB), p38 (MAPK), ERK (MAPK), and JNK (MAPK), indicating inhibition of these signaling pathways (Figure 6A,B). To further support our findings, we assessed the effect of luteolin on key cytokine production associated with NF‐κB and MAPK signaling pathways. qRT‐PCR analysis revealed that luteolin treatment significantly downregulated the expression of Tnf‐α, IL‐1β, and Ptgs2 (COX‐2) in activated BMMCs (Figure S7D–F). Additionally, ELISA assays demonstrated that luteolin significantly suppressed the secretion of IL‐6, TNF‐α, and MCP‐1 in DNP‐BSA‐stimulated BMMCs (Figure 6C–E). Collectively, these results provide strong evidence that luteolin inhibits mast cell activation, at least in part, by suppressing the NF‐κB and MAPK signaling pathways, leading to decreased expression and secretion of proinflammatory cytokines.

**FIGURE 6:**
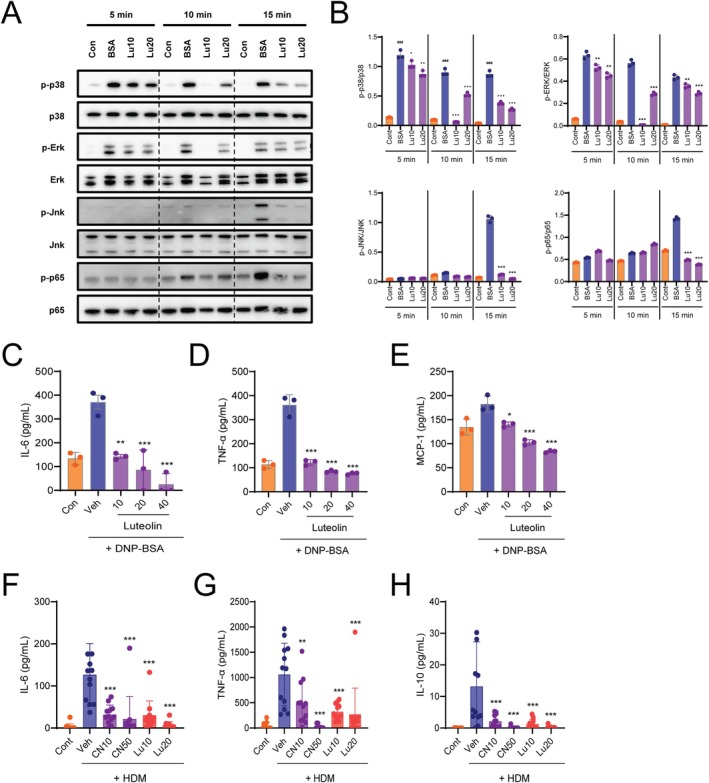
Luteolin inhibits NF‐κB and MAPK signaling pathways in activated BMMCs and suppresses cytokine production in HDM‐stimulated human PBMCs. (A, B) BMMCs were sensitized with anti‐DNP‐IgE and then treated with luteolin for 1 h prior to challenge with DNP‐BSA. (A) Immunoblot analysis showing the phosphorylation levels of p65, p38, Erk, and Jnk at different time points (5, 10, and 15 min). (B) Quantification of the relative band intensities for phospho‐p65, phospho‐p38, phospho‐Erk, and phospho‐Jnk, normalized to total protein levels. (C–E) Effects of luteolin on proinflammatory cytokine and chemokine production in activated BMMCs. Cells were sensitized and pretreated as in (A) and stimulated with DNP‐BSA for 6 h (or other time as appropriate). The levels of (C) IL‐6, (D) TNF‐α, and (E) MCP‐1 in the cell culture supernatants were measured by ELISA. (F–H) Effects of CN extract and luteolin on cytokine production in HDM‐stimulated human PBMCs. PBMCs were isolated from human donors (ages 19–79, *n* = 13) and stimulated with house dust mite (HDM) in the presence or absence of CN extract (10 or 50 μg/mL) or luteolin (10 or 20 μM) for 24 h. The levels of (F) IL‐6, (G) TNF‐α, and (H) IL‐10 in the cell culture supernatants were measured by multiplex ELISA. Data are presented as mean ± SEM. Significant differences at ^###^ *p* < 0.001 versus the Control group; *p < 0.05, **p < 0.01, ***p < 0.001 versus the Vehicle group.

### 3.7 CN and Luteolin Suppress Inflammatory Cytokine Production in Human PBMCs Stimulated With HDM Extract

To further validate the therapeutic potential of CN and luteolin in a clinically relevant context, we investigated their effects on cytokine production in human PBMCs stimulated with HDM extract, a common asthma allergen. PBMCs isolated from human donors (ages 19–79, *n* = 13) were stimulated with HDM in the presence or absence of CN or luteolin. HDM stimulation significantly increased the production of proinflammatory cytokines IL‐6, TNF‐α, and notably, IL‐10, compared to unstimulated cells. Both CN and luteolin significantly suppressed HDM‐induced production of IL‐6, TNF‐α, and IL‐10 in a dose‐dependent manner (Figure 6F–H). The significant inhibition of key inflammatory cytokines, particularly IL‐6 and TNF‐α, supports their therapeutic potential in allergic airway diseases. Additionally, the decrease in IL‐10, a cytokine typically known to dampen inflammation, suggests that CN and luteolin modulate the overall inflammatory response. These findings suggest the ability of CN and luteolin to effectively modulate the inflammatory response in human immune cells exposed to a clinically relevant allergen.

## 4 Discussion

This study shows that CN and its active compound luteolin reduce allergic inflammation in both in vitro mast cell models and an OVA‐induced asthma model. CN administration decreased airway inflammation and tissue remodeling, while both CN and luteolin suppressed mast cell degranulation and proinflammatory cytokine release. These effects were associated with regulation of NF‐κB and MAPK signaling, indicating that their activity spans multiple stages of the allergic response rather than acting at a single immunological point.

At the cellular level, in vitro assays demonstrated that CN reduces early mast cell activation, including the release of histamine, TNF‐α, IL‐4, and PGE2. This discovery of CN's anti‐allergic potential represents a novel finding to our knowledge. Further isolation of CN's active components yielded 17 compounds, among which luteolin showed the most pronounced inhibitory activity on mast cell degranulation and cytokine release, consistent with its known anti‐inflammatory mechanisms (Quan et al. 2024; Tsilioni and Theoharides 2024). However, CN as a whole extract exerted comparable effects through multi‐component synergy, rather than dependence on a single active molecule. Other CN‐derived constituents, including emodin, resveratrol, and eriodictyol, also reduced mast cell activation and cytokine production (Werner et al. 2024), supporting a synergistic, multi‐component regulatory mechanism that may enhance reproducibility and robustness in complex immune environments.

In the OVA‐induced asthma model, CN administration reduced inflammatory cell infiltration in BALF and lung tissue and lowered Th2‐related cytokines and IgE levels (Eggel et al. 2024). Notably, CN administered at 50 mg/kg produced stronger anti‐allergic effects than at 100 mg/kg, indicating a nonlinear, bell‐shaped dose–response pattern. Similar phenomena are frequently reported for botanical extracts and immunomodulators, where multi‐component interactions, receptor saturation, or feedback mechanisms lead to maximal efficacy at intermediate doses (Bisson et al. 2015). These results suggest that CN and luteolin operate within an optimal therapeutic window, and further pharmacokinetic and dose–response analyses will be needed to define this range more precisely.

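Of the Reactome pathways tested between BSA + luteolin and BSA, 2 had oxidative or reactive oxygen in their names and 3 had integrin or adhesion in theirs. The 3 include Non-integrin membrane-ECM interactions, which holds the word only in Non-integrin. None of these 5 was enriched among the downregulated or upregulated genes at an adjusted p-value under 0.05. The search covered names only. It missed Respiratory electron transport, which had 47 upregulated genes of 64 (Fisher's exact test, adjusted p = 2.35e-17). Of the 5, Oxidative Stress Induced Senescence had 16 downregulated genes of 45, against 9.63 by chance (Fisher's exact test, adjusted p = 0.107). Integrin cell surface interactions had 6 downregulated and 7 upregulated genes of 35.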

Transcriptome analysis of luteolin‐treated BMMCs showed modulation of NF‐κB and MAPK signaling pathways, as well as genes related to oxidative and adhesion processes (Dileepan et al. 2023), indicating that luteolin affects multiple regulatory nodes in mast cell activation. Consistent effects were observed in HDM‐stimulated PBMCs, where CN and luteolin reduced TNF‐α, IL‐6, and IL‐10 production, suggesting broader cytokine network modulation beyond mast cells. Although RNA‐seq also indicated changes in cell‐cycle and mitochondrial gene programs, cell‐viability assays confirmed that the concentrations used did not induce cytotoxicity in BMMCs. 

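Genes for subunits of oxidative phosphorylation, 79 in number, had a median log2 fold change of 0.25 between BSA + luteolin and BSA, with 76 higher and 3 lower. The set was higher by limma's camera test (adjusted p = 1.05e-10 over 4 gene families, inter-gene correlation 0.01). The 77 genes for mitochondrial ribosomal proteins had a median of 0.26, with 71 higher (adjusted p = 2.59e-09 by limma's camera test). With the replicate number as a block, the adjusted p-values from camera were 1.06e-12 and 9.54e-10. With an inter-gene correlation estimated from the libraries in place of 0.01, camera gave adjusted p-values of 0.375 and 0.335, so the sets did not pass the threshold under that setting. With a gene length correction the medians were 0.12, with 65 of 79 genes higher, and 0.16, with 63 of 77 higher, and the adjusted p-values from camera were 2.3e-05 and 1.34e-05. All 37 genes of the mitochondrial chromosome were listed at 0 counts in every library, and these results concern nuclear genes. The 88 genes for cytosolic ribosomal proteins had a median of -0.11 (adjusted p = 0.012 by limma's camera test), which became 0.0003 with library size alone as the scaling, a scaling that moved the median over all genes to 0.13. Relative to the median over all genes it was -0.13 under both. With the gene length correction it was -0.25 (adjusted p = 1.18e-09 by limma's camera test). Without luteolin replicate 3 or BSA replicate 2 this set did not pass the threshold (adjusted p = 0.132 and 0.207 by limma's camera test). The 33 pseudogenes of cytosolic ribosomal proteins had a median of 0.68 (adjusted p = 6.62e-07 by limma's camera test). Respiratory electron transport had 47 upregulated genes of 64, against 13.3 by chance (Fisher's exact test, adjusted p = 2.35e-17). Of 39 pathways named for the cell cycle, 26 were enriched among upregulated genes and 0 among downregulated genes. Cell Cycle Checkpoints had 58 upregulated genes of 121, against 25.2 by chance (Fisher's exact test, adjusted p = 4.4e-10). The general pathway Cell Cycle had 113 of 439 (Fisher's exact test, adjusted p = 0.0296, and 0.0601 with the list from the replicate-block fit). Cell Cycle, Mitotic had 99 of 381 (Fisher's exact test, adjusted p = 0.0351, and 0.0493 with that list). Neither of these general pathways passed in limma's camera test (adjusted p = 0.314 and 0.263). Without the genes for proteasome subunits, 5 of the 39 pathways named for the cell cycle were enriched among upregulated genes.

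**Figure D3:**
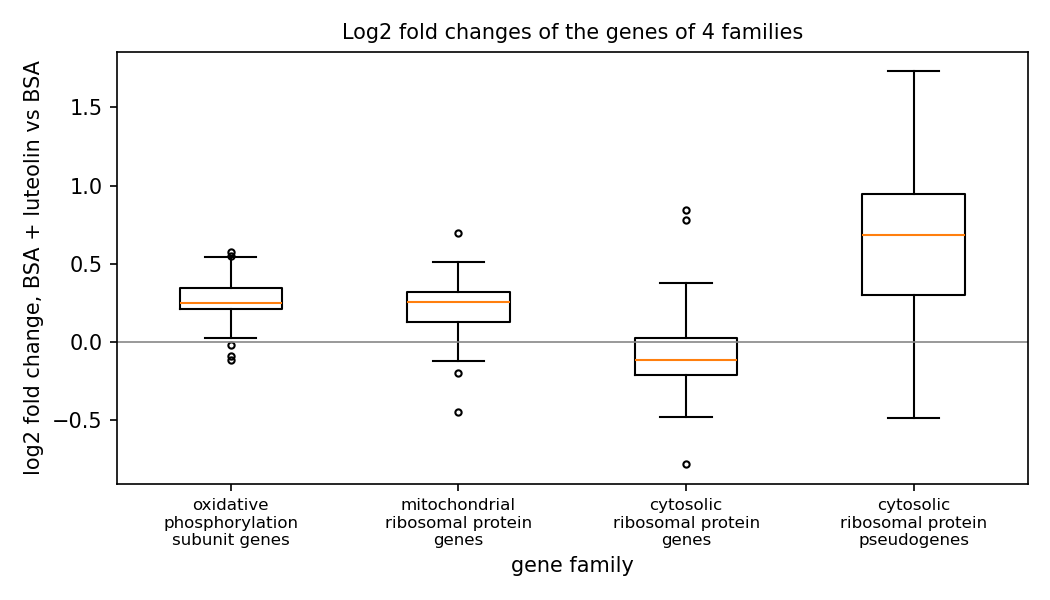
Log2 fold changes between BSA + luteolin and BSA (vertical axis) of the genes in 4 families (horizontal axis); boxes span the quartiles, lines mark the medians, whiskers reach the farthest genes within 1.5 times the box height, and circles are genes beyond. Medians are 0.25, 0.26, -0.11 and 0.68 from left to right; the cytosolic ribosomal protein genes reach 0.0003 with library size alone as the scaling.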

Meanwhile, high concentrations of luteolin have been reported to reduce macrophage viability (Cicia et al. 2025), suggesting that its effects are dependent on both dose and cell type.

While this study demonstrates the anti‐allergic effects of CN and luteolin, further research is needed to fully explore their therapeutic potential. One limitation of this study is the absence of AHR measurement, which should be addressed in future experiments to functionally validate airway improvement. While the OVA‐induced asthma mouse model is widely used, incorporating additional models that better represent the complexity of human asthma, including various phenotypes, would provide more relevant insights. Pharmacokinetic and bioavailability analyses will also be crucial for determining effective dosing ranges and understanding the systemic behavior of CN constituents. Collectively, these future directions will help bridge the translational gap between preclinical findings and clinical application.

In conclusion, CN and luteolin attenuate allergic inflammation by suppressing mast cell activation and modulating key inflammatory signaling pathways. Their multi‐component and multi‐level regulatory actions suggest potential value as complementary interventions for allergic airway disease. Further in vivo, mechanistic, and translational studies will be required to define therapeutic parameters and clinical applicability.

## Author Contributions

**Tae Kyeom Kang:** conceptualization, methodology, investigation, data curation, formal analysis. **Myungsuk Kim:** conceptualization, data curation, formal analysis, writing – original draft. **Tam Thi Le:** investigation, data curation. **Geon Park:** investigation, data curation. **Yuna Jung:** investigation, data curation. **Hyobin Jeong:** data curation. **Youngsang Yoo:** supervision, project administration, funding acquisition. **Wook‐Bin Lee:** conceptualization, supervision, project administration, writing – original draft. **Sang Hoon Jung:** supervision, project administration, funding acquisition.

## Funding

This work was supported by the Korea Institute of Science and Technology, 26Z9061 and Gangneung Asan Hospital, 2024II0004.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Schematic diagram of extraction and fractionation of *C. nomame* extract into organic solvent fractions (upper).

**Figure S2:** Cytotoxicity and β‐hexosaminidase activity of CN on RBL‐2H3 cells.

**Figure S3:** Experimental design of the in vivo study using CN.

**Figure S4:** Changes in OVA‐stimulated pulmonary immune cells following CN treatment.

**Figure S5:** HPLC chromatogram and structures of isolated compounds from CN.

**Figure S6:** Differentiation of bone marrow‐derived mast cells (BMMCs) over 28 days.

**Figure S7:** Anti‐allergic effects of luteolin isolated from CN in bone marrow‐derived mast cells.

**Figure S8:** Effects of luteolin on cell viability in BMMCs and THP‐1 cells.

**Table S1:** HPLC conditions and identified compounds isolated from CN.

**Table S2:** Primers for real‐time quantitative PCR.

**Appendix S1:** ptr70363‐sup‐0011‐AppendixS1.docx.

## Data Availability

The data that support the findings of this study are available in paper or the Supporting Information of this article. The raw and processed sequencing data reported in this paper are available from Gene Expression Omnibus (GEO): GSE281090.

# Supplementary material for: Anti‐Allergic Potential of Chamaecrista nomame and Its Compound Luteolin for Novel Asthma Therapy
**Source:** Phytother Res. 2026 May 5;40(7):4309–20. doi: 10.1002/ptr.70363
**Supplement:** Supplementary file 11 — Appendix S1: ptr70363‐sup‐0011‐AppendixS1.docx.

**Anti-Allergic Potential of *Chamaecrista nomame* and its Compound Luteolin for Novel Asthma Therapy.**

**Appendix S1: Supplementary Materials and Methods**

*1.1. High-performance liquid chromatography (HPLC) profiling of CN*

HPLC analysis was conducted using an Agilent Series 1200 liquid chromatography system equipped with a YMC Hydrosphere C18 column (4.6 × 250 mm, 5 µm particle size), maintained at 30°C. The HPLC protocol is detailed in **Supplementary Table 1**. To enhance peak resolution, 0.1% formic acid was added to both the acetonitrile and water mobile phases. The injection volume was set at 10 µL, with a flow rate of 1.0 mL/min. UV detection was performed at 280 nm. For sample preparation, 10 mg of the CN was dissolved in 1 mL of methanol, and an aliquot of this solution was subjected to HPLC analysis.

*1.2. Compounds Isolation and Identification of CN*

The EA-soluble fraction was subjected to silica gel column chromatography, employing a stepwise gradient of Hx-EA (15:1 to 0:15), to yield 34 subfractions (CMEA 1–34). Subfractions CMEA 1, 6, 10, 23, 26, and 32 were further purified using a Sephadex LH-20 column, followed by preparative medium-pressure liquid chromatography, to yield the following compounds: **1** (1.9 mg) from CMEA-1; **2** (2.8 mg) from CMEA-6; **3** (1.3 mg), **4** (2.7 mg), **5** (4.6 mg), **6** (2.6 mg), **7**/**8** mixture (2.6 mg), **9** (2.5 mg), and **12** (4.8 mg) from CMEA-10; **10** (4.4 mg) from CMEA-23; **11** (5.6 mg) from CMEA-26; and **13** (5.8 mg), **14** (2.6 mg), **15** (3.5 mg), **16** (3.1 mg), and **17** (1.9 mg) from CMEA-32. *Luteolin (****10****)*: yellowish powder; ^1^H NMR (500 MHz, DMSO-*d*_6_) *δ* 7.43 (dd, *J* = 8.3, 2.3 Hz, 1H), 7.40 (d, *J* = 2.2 Hz, 1H), 6.90 (d, *J* = 8.3 Hz, 1H), 6.68 (s, 1H), 6.45 (d, *J* = 2.1 Hz, 1H), 6.20 (d, *J* = 2.0 Hz, 1H). ^13^C NMR (125 MHz, DMSO-*d*_6_) *δ* 182.13, 164.58, 164.36, 161.95, 157.75, 150.16, 146.20, 121.97, 119.46, 116.48, 113.84, 104.17, 103.34, 99.29, 94.30.

*1.3. Chemicals and Apparatus*

NMR spectra, including both 1D and 2D analyses, were recorded on a Bruker Avance DRX Spectrometer, with chemical shifts reported in *δ* (ppm). Open column chromatography was performed using silica gel (63–200 µm). For thin-layer chromatography (TLC), Merck silica gel 60 F254 plates and RP-18 F254 plates were employed. Isolated compounds were visualized by spraying with 20% H_2_SO_4_ and heating for 5 minutes. Analytical-grade acetonitrile and HPLC-grade water were sourced from Fisher Scientific (Pittsburgh, PA, USA). Silica gel was obtained from Merck (Darmstadt, Germany), and Sephadex LH-20 was purchased from Pharmacia (Uppsala, Sweden) for use in open column chromatography.

*1.4. Chemicals and Reagents*

Dexamethasone (Dex), Aluminum hydroxide (Al(OH)₃) and ovalbumin (OVA) was purchased from Sigma Chemical Co. (MO, USA). Phosphate-buffered saline (PBS), Dulbecco's Modified Eagle Medium (DMEM) was purchased from Corning (NY, USA). Fetal bovine serum (FBS) was purchased from Gibco (MA, USA). Ficoll-Paque PLUS was purchased from GE Healthcare (IL, USA), PAS stain kit ab150680, IL-4 and TNF-α ELISA kits was purchased from Abcam (CB, UK). Diff-Quik stain kit was purchased from Siemens (DE, USA). LEGEND MAX™ Human B cell panel, LEGEND MAX™ Mouse B cell panel, Fluorescein isothiocyanate (FITC)-conjugated anti-CD11c, Anti-CD11b, Phycoerythrin (PE)-conjugated anti-Ly6G, Anti-CD170, and anti-F4/80 was purchased from BioLegend (CA, USA). Anti-mouse CD16/CD32 was purchased from BD Biosciences (CA, USA). EZ-cytox kit purchased from DOGEN (Seoul, Korea).

*1.5. Experimental Animals*

Female BALB/c mice, six weeks old, were obtained from Orient Bio Inc. (Seong-nam, Korea). The mice were housed in an environmentally controlled facility under a 12-hour light/dark cycle, at a constant temperature of 23 ± 2°C, and relative humidity maintained at 55 ± 10%. All experimental procedures involving animals were conducted in accordance with the ethical guidelines and standards approved by the KIST Animal Care and Use Committee (approval NO. KIST-5088-2022-03-031).

*1.6. Induction of Asthma*

A total of 60 female mice were randomly divided into six groups, each consisting of 10 mice. The groups were designated as follows: control group, OVA group, OVA + DEX group (positive control with dexamethasone), OVA + CN 10 group, OVA + CN 50 group, and OVA + CN 100 group. Dexamethasone served as the positive control drug. The asthma model was induced using a previously established protocol. Briefly, each mouse was sensitized intraperitoneally with 100 μg of OVA and 1 mg of Al(OH)₃ in 200 μL of PBS on days 0, 7, and 14. On days 24 and 27, OVA-challenged mice were exposed to ultrasonic atomization of 5% OVA for 20 minutes each day. The control group received sensitization and challenges with an equivalent volume of PBS instead of OVA. From day 15 to day 27, mice in each group received daily oral administration of varying doses of CN (10 mg/kg, 50 mg/kg, and 100 mg/kg), DEX (2.5 mg/kg), or an equivalent volume of 2% sodium carboxymethylcellulose solution. Mice were sacrificed 24 hours after the final challenge, and relevant samples were collected for subsequent analyses.

*1.7. Histological Assessment of Asthma*

Lung tissues from the experimental groups were fixed in 4% paraformaldehyde, followed by dehydration, paraffin embedding, and sectioning. Sections of lung tissue were then subjected to H&E and PAS for histological assessment. For H&E staining, the slides were treated with hematoxylin buffer at room temperature, rinsed three times with distilled water, and immersed in a 1% eosin Y solution. PAS staining was performed using a PAS stain kit (ab150680; Abcam, United Kingdom) according to the manufacturer's instructions. Toluidine blue staining was performed following a conventional protocol. The slides were treated with toluidine blue working solution for 3min. Stained slides were mounted and examined under an EVOS XL Core Imaging system microscope (Invitrogen, Life Technologies, California, USA).

*1.8. Collection of Bronchoalveolar Lavage Fluid (BALF) and Serum, and Leukocyte Counts*

Twenty-four hours after the final challenge, the trachea was intubated, and the lungs were lavaged twice with 0.5 mL of PBS to obtain BALF. The collected BALF was centrifuged at 1500 × g for 10 minutes, and the supernatants were carefully harvested and stored at –80°C for subsequent cytokine detection. The cell pellet from the BALF was resuspended in 100 µL of PBS, and differential leukocyte counts, including PMNs, lymphocytes, and monocytes, were performed on Cytospin slides stained with Diff-Quik (Siemens, Newark, DE, USA). For serum collection, blood was drawn from the abdominal caval vein after anesthesia and an abdominal incision. The collected blood samples were centrifuged at 300 × g for 10 minutes at 4°C, and serum samples (at least 200 μL) were collected and stored at –80°C for subsequent analyses.

*1.9. Measurement of Cytokines and IgE*

Serum cytokine levels were quantified using a 13-plex cytometric bead array (LEGENDplex™ Mouse B cell Panel, BioLegend), following the manufacturer’s instructions. This kit allows for the simultaneous measurement of 13 cytokines: IL-4, IL-6, IL-12p70, IL-17A, IL-2, TNF-α, TGF-β1, IL-13, IFN-γ, BAFF, BCMA, sCD40L, and IL-10. Serum levels of OVA-specific IgE were determined using an enzyme-linked immunosorbent assay (ELISA) kit (LEGEND MAX™ Mouse OVA-specific IgE ELISA Kit, BioLegend), as per the manufacturer's protocol.

*1.10. Flow Cytometry*

Single-cell suspensions were prepared from BALF. To block nonspecific Fc receptor binding, cells were incubated with anti-mouse CD16/CD32 antibody (BD Biosciences). The blocked cell suspensions were subsequently stained with a panel of monoclonal antibodies for flow cytometry analysis. The antibodies used included allophycocyanin (APC)-conjugated anti-CD45 (BioLegend), fluorescein isothiocyanate (FITC)-conjugated anti-CD11c and anti-CD11b (BioLegend), and phycoerythrin (PE)-conjugated anti-Ly6G, anti-CD170, and anti-F4/80 (BioLegend). Stained cells were analyzed using a BDVerse flow cytometer, with data acquisition performed using FACSSuite software (BD Biosciences). Data analysis was conducted using FlowJo software (Treestar, Ashland, OR, USA).

*1.11. Cell culture*

The RBL-2H3 cell line was obtained from the Korean Cell Line Bank, Korean Cell Line Research Foundation (Seoul, Korea). Cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) and 100 U/mL penicillin/streptomycin. Cultures were maintained in a controlled environment at 37°C with 5% CO_2_.

*1.12. Bone marrow-derived mast cells (BMMCs)*

Bone marrow cells were isolated from C57BL/6 mice and subsequently cultured in DMEM that was enriched with 30% WEHI-3-conditioned medium and 20% heat-inactivated FBS. To support cell growth and prevent contamination, the medium also contained 100 U/mL of penicillin and streptomycin. The medium was replaced with fresh solution twice a week to maintain optimal growth conditions. The cell cultures were maintained in a controlled environment at a temperature of 37°C and a CO2 concentration of 5%. This setup was sustained for at four weeks to facilitate the maturation and achieve a high purity of BMMCs.

*1.13. Peripheral blood mononuclear cells (PBMCs)*

Before commencement, the study protocol was thoroughly reviewed and authorized by the Institutional Review Board at Asan Medical Center (IRB approval number: 2024-09-007). Participants were selected from a hospital-maintained database and all participants provided written informed consent. Peripheral blood mononuclear cells were isolated from the peripheral blood of human donors (age range: 19-79 years) following informed consent. Blood was collected into heparinized vacutainer tubes and processed within 2 hours of collection. Whole blood was first diluted 1:1 with PBS and carefully layered onto 1 volume of Ficoll in a 50 ml conical tube. The sample was then centrifuged at 400 x g for 30 min at room temperature with no brake. After centrifugation, the PBMC layer was located at the interface between the plasma and Ficoll. The mononuclear cells were carefully aspirated and transferred to a fresh tube, followed by washes with PBS to remove residual Ficoll and plasma. For culture, PBMCs were seeded at 1 x 10^6^ in 96 well culture plate and incubated at 37°C with 5% CO_2_.

*1.14. Cell Viability Assay*

To assess the impact of CN or its isolated compounds on the viability of RBL-2H3 cells or BMMCs, the EZ-Cytox kit (DOGEN, Seoul, Korea) was used. Briefly, cells were seeded at a density of 1 × 10^4^ cells per well and treated with varying concentrations of CN or compounds for 24 hours. The EZ-Cytox reagent was then added, and the cells were incubated at 37°C for 30 minutes. Absorbance was measured at 450 nm using a microplate reader to determine cell viability.

*1.15. ß-Hexosaminidase Assay*

RBL-2H3 or BMMC cells were seeded at a density of 5 × 10^5^ cells per well in a 24-well plate and sensitized with DNP-IgE (50 ng/mL) for 24 hours. Following a 1-hour pre-treatment with CN or isolated compounds, the cells were stimulated with DNP-BSA (100 ng/mL) in Siraganian buffer (119 mM NaCl, 5.6 mM glucose, 0.4 mM MgCl2, 0.1% BSA, 5 mM KCl, 25 mM PIPES, 1 mM CaCl2, pH 7.2). The β-hexosaminidase enzymatic activity was assessed by measuring the color change of the substrate, 1 mM p-nitrophenyl-N-acetyl-d-glucosaminide, in citrate buffer. Absorbance was measured at 450 nm using a microplate reader. Histamine release in the collected supernatants was quantified using a histamine enzyme immunoassay (EIA) kit (Oxford Biomedical Research, Rochester Hills, MI, USA).

*1.16. Inflammatory Cytokine and Prostaglandin E2 Release*

RBL-2H3 cells were pre-treated with varying concentrations of CN or its isolated compounds for 1 hour before being sensitized overnight with DNP-IgE (50 ng/mL). Following stimulation with DNP-BSA (100 ng/mL) for 24 hours, supernatants were collected for analysis of cytokines and prostaglandin E2 (PGE2). IL-4 and TNF-α concentrations were measured using ELISA kits (Abcam, UK), and PGE2 levels were quantified using an EIA kit (Cayman Chemical, Ann Arbor, MI, USA).

*1.17. PBMCs stimulation with HDM and cytokine measurement*

PBMCs were stimulated with House Dust Mite (HDM) extract at a final concentration of 2 μg for 24 hours. After the stimulation period, the cultured supernatants were collected, clarified by centrifuged at 1,500 x g for 10 minutes at 4°C and stored at -80°C until cytokine analysis. Cytokine levels in the supernatants were quantified using the LEGEND MAX™ Human B cell panel. The assay was performed following the provided protocol.

*1.18. Real-time Quantitative PCR*

Total RNA was extracted from BMMCs using the RNeasy Mini Kit (QIAGEN, Germany). cDNA synthesis was performed using SuperScript III Reverse Transcriptase (Invitrogen, USA). Subsequently, quantitative PCR was conducted using the TaqMan Gene Expression Assay with TaqMan Fast Advanced Master Mix and a QuantStudio 6 System (Thermo Fisher Scientific, USA). Data were analyzed using the 2−ΔΔCt method according to the manufacturer's instructions. The threshold cycle (Ct) values were normalized to glyceraldehyde-3-phosphate dehydrogenase and analyzed using the 2−ΔΔCt method to calculate relative fold changes in gene expression. Primer sequences are provided in **Supplementary Table 2**.

*1.19. RNA Sequencing and Data Analysis*

Total RNA was extracted using the HybridR RNA Isolation Kit (GeneAll, Seoul, Korea), following the manufacturer's protocol. RNA quality and quantity were assessed using the 2100 Bioanalyzer System (Agilent Technologies, Amstelveen, Netherlands) and the NanoDrop™ 2000 Spectrophotometer (Thermo Fisher). RNA libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina, CA, USA) and sequenced on a NovaSeq 6000 instrument (Illumina, CA, USA). Raw reads were filtered to remove contaminants, adaptor sequences, and low-quality reads using HTStream (v1.1.0). The processed data were aligned to the reference genome using STAR (version 2.7.0f). 

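A median CPM above 1 over the 9 libraries kept 11560 of the genes in the deposited counts. A mean CPM above 1 kept 11700 genes, and a CPM above 1 in at least 1 library kept 12856. A median above 1 on the raw counts, without division by library size, kept 15298.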

Custom R scripts were used to assess read and alignment quality, compile counts, and filter transcripts with a median CPM > 1 across samples (15,252 transcripts; GSE281090).

*1.20. Differential Gene Expression and Enrichment Analysis*

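On TMM-normalized log2 CPM of the BSA and BSA + luteolin libraries, limma with a mean-variance trend gave 4632 DEGs, 2539 lower and 2093 higher in BSA + luteolin. Of these, 4566 were also found by edgeR. DESeq2 gave 4423 and limma-voom 4715.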

Differentially expressed genes (DEGs) were identified using the "limma" package (v3.11) in R on TMM-normalized log2-transformed CPM values. Enrichment analysis of DEGs was performed using enrichR to identify significantly enriched terms and pathways in Gene Ontology (GO) Biological Process 2023 and Kyoto Encyclopedia of Genes and Genomes (KEGG) 2019 Mouse. This analysis highlights functional categories specific to the upregulated and downregulated genes within the dataset. 

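The Reactome sets contain 7111 mouse genes, and 6870 of them (96.6%) could be paired with the genes in the deposited counts through Entrez identifiers. Pathways with 15 to 500 tested genes were used. Limma's camera test uses the fold changes of all genes in place of a list of DEGs. With its inter-gene correlation preset to 0.01, 71 pathways were lower and 129 were higher in BSA + luteolin. The enriched pathways found by camera and by the list of DEGs shared 54 lower and 93 higher pathways.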

Notably, GO Biological Process 2023 includes 5,103 terms and 14,433 genes, with individual terms categorized within broader functional classes but not strictly confined to a hierarchical structure. Each identified GO term has a unique annotation number linked to a specific function. Both the Gene Ontology website and enrichR utilize the full set of available terms, not relying on a specific hierarchy, for comprehensive enrichment analysis.

*1.21. Statistical analysis*

Statistical analysis was performed using R software (version 4.2.2) and GraphPad Prism software (version 10.0; GraphPad, San Diego, CA, USA). A two-tailed *t*-test with a 95% confidence interval was used to calculate P values. The figure legends provide details on group sizes, repeatability, and P values for each experiment.

How the deposited data were processed for this re-analysis (not part of the article)

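RNA was measured in BMMCs of 3 groups, Control, BSA and BSA + luteolin, with 3 libraries each. The authors prepared stranded mRNA libraries, filtered the reads with HTStream, aligned them with STAR to mm10 and deposited raw counts per Ensembl gene, neither filtered nor normalized. Libraries were assigned to groups by their labels. Replicate numbers shared between labels are the only source of the pairing tested as a block. Depth ranged from 9515004 to 24605689 counts per library, and 3 counts corresponded to 0.122 to 0.315 CPM.

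Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with a median CPM above 1 were tested by edgeR's quasi-likelihood test with TMM factors, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, separately on the 6 libraries of each comparison. CPM values are TMM-normalized. The method was tested on simulated data, where it recovered 92% of 200 genes with a 2-fold change among 11560, and 7.54% of its calls were false. The 200 genes were split evenly up and down, and the spread was taken from the BSA and BSA + luteolin libraries. The simulation therefore does not test the scaling when many genes change, smaller changes, or the comparisons with Control. No pair of replicates held the same library, since the lowest chi-square per degree of freedom between replicates was 4.05. Reactome pathways came with fgsea 1.28.0 and were tested by Fisher's exact test. Gene families were tested by limma's camera. Coordinates are from GRCm38 with GENCODE annotation.

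The genes named are those labeled in Figure 5C and shown in Figure 5F, cytokine genes and Ptgs2 measured in BMMCs by other assays, Kit and Fcer1a. Added to these are the 5 lower and 5 higher genes with the largest change among those past the threshold. Only genes whose libraries did not overlap and whose mean CPM was at least 1 entered that choice. This rule, the comparisons and most alternatives were set before the data were examined. The alternatives covered the test, the scaling, the filter, the libraries in the fit, the replicate block, gene length, the threshold, the settings of the principal components and of the set tests, and each replicate left out in turn. Further alternatives were chosen after seeing the data. They comprise a GC correction, a filter on median counts, 1 setting of the principal components and limma settings, of which 20 in all were tried in a search for settings that come near the paper's number of DEGs. All 20 are reported, and 2 of them had been set earlier. Pathways were also grouped by words in their names, and the words for oxidative and adhesion processes, from the paper's wording, and for Toll-like receptors were chosen after the pathway results had been seen. GO and KEGG terms were not used here.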

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

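The tests of gene length, GC content, spread inside Control and library scaling in this part were chosen only after the result was seen.

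The paper does not report a comparison of BSA + luteolin with Control, in which 351 genes differed at an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 318 lower and 33 higher in BSA + luteolin. Of the 318, 277 were also lower in BSA + luteolin than in BSA, and 244 did not pass the threshold between BSA and Control in either direction. With every library thinned to the smallest total, 302 genes differed. With a gene length correction 654 did, and with a GC correction 423, so depth, length and GC content did not account for the number. With the replicate number as a block 212 did. The mean correlation between same-numbered libraries was 0.119 for this comparison (0.174, -0.124 and 0.307 for replicates 1, 2 and 3). Without Control replicate 1, 6931 genes differed, 3475 lower and 3456 higher, and these included all 351. That all 351 passed without Control replicate 1 argues against that library as their source. Leaving out a library also changes the power of the test. A difference shared by Control replicates 2 and 3 stays open, so the pattern cannot be told apart from spread inside Control. Without Control replicate 2 or 3 the number was 47 and 41, and without luteolin replicate 1, 2 or 3 it was 5, 2 and 25, so it depended on the libraries of both groups. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the others gave 0, with 10 to 3342 genes at an unadjusted p-value under 0.05. Of the 4 that part every same-numbered pair, 1 did. Neither number of splits can give a share under 0.05, so by design this test cannot rule out an accident of grouping.

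Pseudogenes of cytosolic ribosomal proteins, which the paper does not discuss as a group, had a median log2 fold change of 0.68 between BSA + luteolin and BSA over 33 pseudogenes, 29 of them higher. They were low in abundance, with a median of 3.41 CPM against 500.0 for their parent genes. Their median log2 fold change was -0.39 between BSA and Control and 0.32 between BSA + luteolin and Control. Part of the difference between BSA + luteolin and BSA was thus a lower level in BSA than in Control. The median difference between the log2 fold changes of pseudogene and parent was 0.821, and 31 of 33 were above their parent, so an equal share of the parents' reads does not account for the rise. Other processed pseudogenes, 110 in number, had a median of 0.154, against 0.017 over all genes, with 23 past the threshold higher and 11 lower. This goes against an equal rise of all processed pseudogenes, as from genomic DNA, but leaves a smaller shared rise open. After a gene length correction the median was 0.44 and camera's adjusted p-value 0.000514. Over this set's alternatives the adjusted p-value reached 0.154, with the inter-gene correlation estimated from the libraries. With library size alone as the scaling the median was 0.80. With the replicate number as a block, camera's adjusted p-value was 7.92e-07. The result was as large in 1 of all 10 splits of the 6 libraries and in 1 of the 4 that part every same-numbered pair, the real one. Neither number of splits can give a share under 0.05, so by design this test cannot rule out an accident of grouping. How reads matching several places were counted is not known.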

How the results depend on the processing

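Alternatives described here as added were chosen after seeing the data; the rest were set earlier. Over 17 main results and their alternatives, 245 of 365 values were the same, 112 moved, 8 became weaker and 0 reversed. Results with a test were the same when they kept their direction and side of the threshold, numbers of genes or pathways when within 1.5 times, shares of variance when they moved by less than the SD of the values with a library left out, and the number of libraries nearer to another group when equal. The cause of each change was not tested unless a value shows it.

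For BSA + luteolin against BSA (4624 DEGs, 2527 lower, 2097 higher), limma with the trend on 9 libraries gave 1066, 899 and 167, and edgeR on 9 libraries gave 1093, 917 and 176. A threshold of 0.01 gave 2981 DEGs, 1098 higher. Higher DEGs numbered 3267 with upper-quartile factors and 3856 with library size alone. Leaving out a replicate gave 3242 to 5082 DEGs, 2032 to 2777 lower and 1210 to 2305 higher.

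Added limma settings came from a search for the paper's number of DEGs, and all 20 settings tried are counted here, 2 of them planned. They gave 790 to 4909 DEGs. With the trend and 6 libraries, the filters on median count, median CPM above 0.1 and total count gave 4899, 4909 and 4654. Without the trend, 6 libraries gave 1377 higher DEGs with the median CPM filter, and 1325 on log2(CPM + 1) with the median count filter. Without the trend, 6 libraries gave 2399 DEGs (1615 lower, 784 higher) with the median count filter, 2588 (869 higher) with a median CPM above 0.1, and 2136 (1515 lower, 621 higher) with a total count of at least 10. With 8 libraries, Control replicate 1 left out, the median count filter without the trend gave 2944 (1076 higher). With 9 libraries and no trend, the filters on median CPM, median count, median CPM above 0.1 and total count gave 964 (817 lower, 147 higher), 831 (752 lower, 79 higher), 873 (779 lower, 94 higher) and 790 (720 lower, 70 higher). With 9 libraries and the trend, the filters on median count, median CPM above 0.1 and total count gave 1059 (927 lower, 132 higher), 1062 (924 lower, 138 higher) and 1046 (921 lower, 125 higher). On log2(CPM + 1), 9 libraries gave 982 (851 lower, 131 higher).

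BSA against Control (378 DEGs) gave 1109 with limma on 9 libraries, 1227 with DESeq2, 618 without a filter, 1105 with edgeR on 9 libraries, 144 with the replicate block, 211 with length correction and block, 118 at 0.01 and, added, 156 with GC correction and block. The mean correlation between same-numbered libraries was -0.019 for this comparison (-0.042, -0.255 and 0.24 for replicates 1, 2 and 3). Leaving out a replicate gave 90 to 5207. BSA + luteolin against Control (351) gave 1211, 1379, 811, 1251 and 212 under the first 5 of these, 654 with length correction, 35 at 0.01 and, added, 232 with GC correction and block. Leaving out a replicate gave 2 to 6931. BSA-induced genes lowered by luteolin (242) numbered 364 with limma on 9 libraries, 452 with DESeq2, 374 without a filter, 126 with the block, 107 at 0.01 and, added, 133 with GC correction and block. Leaving out a replicate gave 86 to 739. Genes of Figure 5F past the threshold (26) numbered 17 with limma and 17 with edgeR on 9 libraries.

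The first 2 components held 48.1% and 28.7% when centered only, and 50.8% and 34.0% with the 500 most variable genes. The second held 25.9% with library size alone. Centering only with the median count filter, added, gave 39.7% on the first. Leaving out a replicate gave 41.6% to 48.0%, 21.3% to 25.7%, and 0 to 2 libraries nearer to another group. With DEGs past 2-fold, 29 pathways were enriched among lower genes and 0 among higher genes, where 2 had an unadjusted p-value under 0.05.

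Cytosolic ribosomal protein genes (median -0.11) had a median of -0.0359 with upper-quartile factors (camera adjusted p = 0.0526) and 0.0003 with library size alone (adjusted p = 0.103), where the median over all genes moved to 0.13. Leaving out a replicate gave -0.156 to -0.0629, and the set did not pass the threshold without BSA replicate 2 (camera adjusted p = 0.207) or without luteolin replicate 3 (0.132). With an estimated inter-gene correlation the medians 0.25, 0.26, -0.11 and 0.68 of the 4 families stayed, and the adjusted p-values from camera were 0.375, 0.335, 0.663 and 0.154. Among 50 named genes and 1200 values, 1159 were the same, 35 became weaker, 3 stronger and 3 reversed. The reversed values belong to Kit, whose log2 fold change of -0.10 became 0.01 with library size alone, 0.0205 with length correction and 0.0203 with length correction and block. The stronger values also belong to Kit, with adjusted p-values of 0.0485 by DESeq2, 0.0232 by edgeR with the block and, added, 0.0123 by edgeR with GC correction and block, against 0.865 with library size alone, 0.751 with length correction and 0.672 with length correction and block. With all libraries thinned to the 9515004 counts of Control replicate 2, 3941 genes differed between BSA + luteolin and BSA, 272 between BSA and Control and 302 between BSA + luteolin and Control.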

Differences from the paper's values

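The number of upregulated DEGs was 2097, against the paper's about 1300 in Fig. 5B, read by eye. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's with a gene length correction (1757), at a threshold of 0.01 (1098), without BSA replicate 1 (1329) or 3 (1452), and without luteolin replicate 1 (1210) or 2 (1237). The other alternatives set before the data were examined did not close the gap. The first principal component held 43.8% of the variance, against the paper's about 29% in Fig. 5A, read by eye. The value was within 1.5 times the paper's with library size alone (42.2%), and without Control replicate 2 (42.7%), Control replicate 3 (41.6%), luteolin replicate 1 (43.4%) or luteolin replicate 2 (43.3%). Centering only with a filter on median counts gave 39.7%, a setting chosen after seeing the values and tried to come nearer to the paper.

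The total of 4624 DEGs and the 2527 downregulated DEGs stand against the paper's 3374 and 2081. After seeing the values, 18 limma settings beyond the 2 planned were tried in a search for the paper's numbers, so a close match among them carries little weight. Limma without a trend gave 3455 DEGs, 2078 lower and 1377 higher. Limma without a trend on log2(CPM + 1) gave 3424, 2099 lower and 1325 higher, with a filter on median counts, and 3728, 2199 lower and 1529 higher, with the filter on median CPM. These settings were chosen after seeing the values. The other settings of the search spread from 790 to 4909 DEGs. Higher DEGs also came within 1.5 times the paper's under limma without a trend on 8 libraries (1076) and on 6 libraries with a filter on median CPM above 0.1 (869), likewise chosen after seeing the values. Without BSA replicate 1, a setting set before the data were examined, 3369 genes differed.

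The filter kept 11560 genes, against the paper's 15252 transcripts. Of 20 filter rules counted, which kept 10759 to 17102 genes, a median count above 1 came closest with 15298, and it was picked after seeing these numbers. The paper describes the libraries as clustering by treatment, and Control replicate 1 lay nearer to the BSA + luteolin mean (133) than to the other Control libraries (203.7). The paper names MAPK and TNF signaling among downregulated pathways. Of the Reactome pathways, 0 of 4 named for MAPK were enriched at an adjusted p-value under 0.05, with 0.0672 the lowest by Fisher's exact test. With the list from the replicate-block fit, 1 of the 4 was enriched, activated TAK1 mediates p38 MAPK activation (adjusted p = 0.03 by Fisher's exact test), and limma's camera test placed this pathway (adjusted p = 0.0185) and MAPK targets (adjusted p = 0.0088) lower, while the remaining MAPK pathways passed neither test. MAP kinase activation in TLR cascade was enriched among downregulated genes (adjusted p = 0.0177 by Fisher's exact test). None tested was named for TNF. Rpl7a-ps7, read from the labels of Fig. 5C with some uncertainty, was not tested, since it fell below the filter.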

Other observations

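The test for an exchanged luteolin library, the trends of Control replicate 1 with gene length and GC content, and the gene length test of genomic span were chosen only after the result was seen. For the comparisons above, splits of the 6 libraries that part every same-numbered pair number 4, so no result can reach a share under 0.05. The number of DEGs in each of the 3 comparisons, the DEGs past 2-fold, the genes of Figure 5F, the BSA-induced genes lowered by luteolin and the Reactome pathways in both directions were as large in 1 of the 4, the real one. So were the oxidative phosphorylation and mitochondrial ribosomal protein genes and the ribosomal protein pseudogenes, while the cytosolic ribosomal protein genes were as large in 2 of the 4. The remaining 6 splits keep some same-numbered libraries together. Over all 10 splits, each of these numbers of genes and pathways was as large in 1, the real one, and 0 in the others, and the ribosomal protein pseudogenes were as large in 1. In the other splits, 45 to 1021 genes had an unadjusted p-value under 0.05 for BSA + luteolin and BSA, and 15 to 2051 for BSA and Control. The oxidative phosphorylation genes were as large in 3, the mitochondrial ribosomal protein genes in 2, and the cytosolic ribosomal protein genes in 7.

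Control replicate 1 differed more than 2-fold from both other Control libraries in 1069 genes, 393 higher and 676 lower, against at most 52 for the other Control libraries. The ratio of its distance to the other Controls over that to the BSA + luteolin mean was 1.53. It was 1.51 after thinning to equal depth, 1.48 after a length correction and 1.56 after a GC correction. Across genes, which are not independent replicates, Spearman's rho between gene length and the difference of Control replicate 1 from the other Controls was -0.397, and 0.00472 after the length correction. For GC content it was 0.331, and 0.0147 after the GC correction. Control replicate 1 had the largest corrections of the 9 libraries, with an SD over genes of 0.177 on the log2 scale for length and 0.145 for GC content, against at most 0.115 and 0.0839 in the others. These trends are part of the difference, and the ratio stayed above 1 once they were taken out. Control replicate 1 lay more than 2-fold outside all BSA + luteolin libraries in 222 genes, against at most 55 for a BSA + luteolin library, which goes against an exchanged luteolin library. Control replicates 2 and 3 together lay more than 2-fold outside the other 7 libraries in 174 genes, against 16 for the next pair of 36. A BSA or BSA + luteolin pair has another replicate of its group near it. The 174 genes thus largely restate the distance of Control replicate 1 from the other Controls. Among 2675 genes with an adjusted p-value above 0.5 between BSA + luteolin and BSA, the numbers were 62 and 0. That choice of genes holds pairs inside these groups near 0. A culture or library batch shared by Control replicates 2 and 3 may account for the 174 genes, but these counts do not test it, and the labels give no batch. Control replicate 1 is also untreated, so the untreated condition alone does not account for these genes.

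Pathways named for the cell cycle share genes for proteasome subunits, of which 47 were tested, 31 higher and 2 lower, with a median log2 fold change of 0.22. Without them, 5 of the 39 cell-cycle pathways were enriched among higher genes, against 26 with them. Of all 631 pathways tested, 36 were, against 120 with them. The enrichment of cell-cycle pathways may therefore come largely from the proteasome genes.

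Across 11541 genes, Spearman's rho between the log2 fold change of BSA + luteolin against BSA and the log genomic span was -0.217, and -0.231 to -0.197 with each replicate left out. Genes are not independent replicates. Of the 2885 genes with the longest spans, 951 were lower and 207 higher. A lesser output from long genes may account for this. After a correction for exonic gene length rho was 0.00761, but that correction takes out a length trend whatever its origin, so it does not separate a lesser output from gene length bias, and the pattern cannot be told apart from that bias.

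The paper measures IL-6, IL-13, IL-4 and MCP-1 (Ccl2) in BMMCs as released protein, and Il1b and Ptgs2 (COX-2) by qRT-PCR. In these libraries, the log2 fold changes between BSA + luteolin and BSA were -2.29 for Il6, -2.18 for Il13 and -2.02 for Il4. They were -1.88 for Ptgs2, -1.43 for Ccl2 and -0.36 for Il1b. All passed the threshold of edgeR's quasi-likelihood test. In the edgeR fit that included the Control libraries, Il1b lost the threshold (adjusted p = 0.328). Il6 went from 248 ± 83.4 CPM (SD, n = 3) in Control to 1557 ± 38.7 CPM in BSA and 317 ± 13.0 CPM in BSA + luteolin. Fcer1a, which encodes a subunit of the IgE receptor, had a log2 fold change of 0.42 (adjusted p = 8.97e-05 from edgeR's quasi-likelihood test), and lost the threshold in the same edgeR fit of 9 libraries (adjusted p = 0.105). Kit had a log2 fold change of -0.10 (adjusted p = 0.0987 from the same edgeR test), and passed the threshold with the replicate number as a block (adjusted p = 0.0232 from edgeR). Nfkbia was lower in BSA + luteolin than in Control, with a log2 fold change of -2.53 (adjusted p = 0.000353 from the same edgeR test).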
